# Transcriptomic data of bovine ovarian granulosa cells of control and High A4 cows

**DOI:** 10.1016/j.dib.2021.107217

**Published:** 2021-06-11

**Authors:** Alexandria P. Snider, Sarah M. Romereim, Renee M. McFee, Adam F. Summers, William E. Pohlmeier, Scott G. Kurz, John S. Davis, Jennifer R. Wood, Andrea S. Cupp

**Keywords:** High androgen microenvironment, Granulosa cell microarray, Cell cycle arrest, microRNA, Bovine

## Abstract

Microarray analysis using Affymetrix Bovine GeneChip 1.0 ST Array to determine RNA expression analysis was performed on somatic granulosa cells from two different groups of cows classified based on androstenedione concentration within the follicular fluid (Control vs High A4) of estrogen-active dominant follicles. The normalized linear microarray data was deposited to the NCBI GEO repository (GSE97017 - RNA Expression Data from Bovine Ovarian Granulosa Cells from High or Low Androgen-Content Follicles). Subsequent ANOVA determined genes that were enriched (≥ 1.5 fold more) or decreased (≤ 1.5 fold less) in the High A4 granulosa cells compared to Control granulosa cells and analyzed filtered datasets of these differentially expressed genes are presented as tables. MicroRNAs that are differentially expressed in Control and High A4 granulosa cells are also reported in tables. The standard deviation of the analyzed array data in relation to the log of the expression values are shown as a figure. Ingenuity Pathway Analysis determined upstream regulators of differently expressed genes as presented in a table. These data have been further analyzed and interpreted in the companion article “A High-Androgen Microenvironment Inhibits Granulosa Cell Proliferation and Alters Cell Identity” (McFee et. al., 2021 [1].

## Specifications Table

**Table:** 

Subject	Biology
Specific subject area	Reproductive Physiology
Type of data	Table Figure
How data were acquired	RNA Microarray
Data format	Normalized Analyzed Filtered Raw data deposited in NCBI Repository GEO
Parameters for data collection	Isolation of estrogen active somatic granulosa cells from an environment with androstenedione (A4) concentrations of ≤ 20 ng/mL (Control) or ≥ 40mg/mL (High A4).
Description of data collection	Microarray analysis of bovine granulosa cells from an excess androgen environment
Data source location	Institution: University of Nebraska-Lincoln and University of Nebraska-Medical Center City/Town/Region: Lincoln and Omaha, NE Country: USA
Data accessibility	Repository name: NCBI Repository GEO Data identification number: GSE97017 Direct URL to data: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE97017
Related research article	R.M. McFee, S.M. Romereim, A.P. Snider, A.F. Summers, W.E. Pohlmeier, S.G. Kurz, R.A. Cushman, J.S. Davis, J.R. Wood, A.S. Cupp, A High-Androgen Microenvironment Inhibits Granulosa Cell Proliferation and Alters Cell Identity, Mol. Cell Endocrinol. 111288 https://doi.org/10.1016/j.mce.2021.111288

## Value of the Data

• The follicular control granulosa cell transcriptome data can be compared to previously published bovine gene expression analyses [2,3], for corroboration.
• The list of identified genes that are differently expressed in a high androstenedione environment can inform future physiological research on the altered regulation of genes in follicular granulosa cell.
• The prediction of upstream regulators of differently expressed genes can inform future research on regulation of follicular granulosa cells that lead to the development of a high androstenedione (A4, High A4) environment.

## 1 Data Description

The microarray was analyzed to determine the noise frequency, log-intensity and standard deviation between the control and High A4 granulosa cells (Fig. 1).

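In High A4 granulosa cells, dim probe sets were brighter and bright probe sets dimmer than in Control granulosa cells. Over the 5391 probe sets with a mean intensity between 16 and 32, the median log2 fold change was 0.18, and over the 3296 with a mean intensity 8 times higher it was -0.19. Over the 10120 probe sets above the noise threshold of 100 in at least 1 group the median was -0.16, and 74.3% were lower in High A4. It became -0.00 when each array was centred on its median, -0.04 with quantile normalization and -0.01 with cyclic loess. Fold changes of some gene groups are therefore also given relative to -0.16 elsewhere. The mean intensity was at or under 100 for 65.2% of the 26773 probe sets in High A4 and 63.9% in Control, and the most frequent log10 intensity was about 1.45 in both. The SD of log10 intensity between cows had a median over all probe sets of 0.0834 in High A4 (n = 4 cows) and 0.0609 in Control (n = 4 cows), a ratio of 1.37 (two-sided exact permutation test over 35 splits of the 8 cows, p = 0.0571). The ratio was 1.68 without Control replicate 4 (exact permutation p = 0.0286) and 1.19 without High A4 replicate 1 (exact permutation p = 0.314). Over the probe sets above the noise threshold alone it was 1.47 (exact permutation p = 0.343). Group means were not removed before the splits, so the SDs of mixed splits also hold the difference between groups. These p therefore do not measure spread alone. The mean SD was lower at high than at low intensity in both groups. It was 0.101 in High A4 and 0.0798 in Control between log10 intensities of 1 and 1.5, and 0.0802 and 0.0621 between 3 and 3.5. These ranges were described and not tested.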

**Fig. 1:**
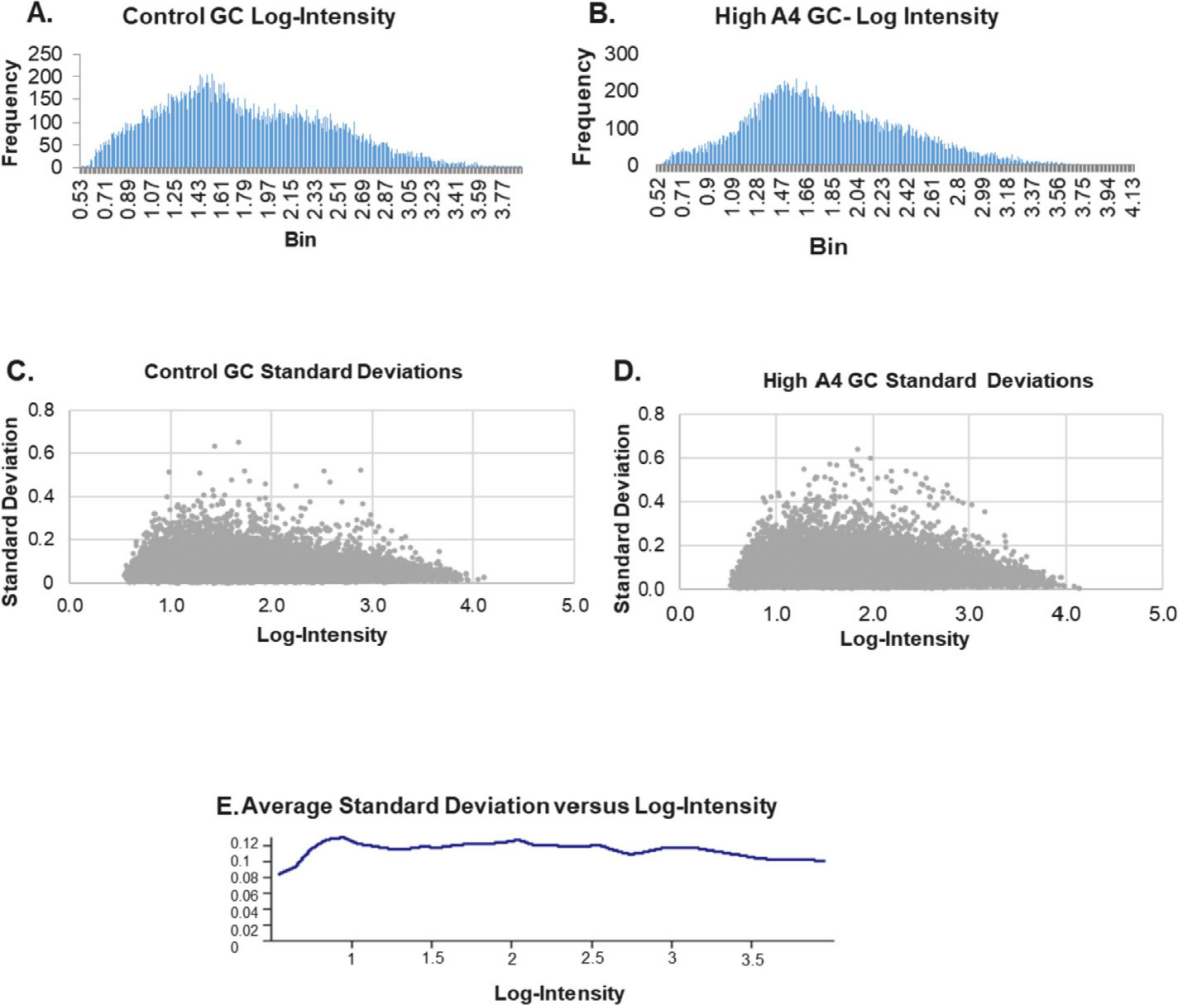
Microarray data log-intensities and standard deviations. A histogram of the frequency of microarray targets at a given average log-intensity for each granulosa cell group (A &B). The standard deviations versus each log-intensity are graphed as scatter plots for each granulosa cell group (C &D). The average standard deviation for each granulosa cell group and microarray replicates versus log-intensity is plotted in (E).

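Granulosa cells are the somatic cells that line the follicle and convert androgens into estrogens. RNA from the granulosa cells of the dominant follicle of 4 High A4 and 4 Control cows was hybridized to Affymetrix Bovine Gene 1.0 ST arrays, with 1 array per cow, so the spread between arrays is the spread between cows. The paper's mean A4 in the follicular fluid of these cows is 356 ng/mL (SD 148) in High A4 and 1.9 ng/mL (SD 0.39) in Control. The paper states an RNA amount of 200 ng per cow, and the sample labels give 300 ng. The labels also give a granulosa cell purity of at least 94%. The authors deposited linear normalized intensities in arbitrary units for 26773 probe sets. The paper names Robust Multi-Array Averaging, while the submitters' processing notes name Affymetrix Expression Console and GCRMA. Between 9065 and 9403 probe sets were above an intensity of 100 on each High A4 array and between 9551 and 9687 on each Control array. Versions, scan dates and batches are not given in the sources used here. The deposited intensities were taken to log2, and the groups were compared with limma over the 10120 probe sets with a group mean above 100, with Benjamini-Hochberg adjustment. A platform table gave a single gene symbol for 18457 probe sets, several for 688 and none for 7628. The number of arrays limits the precision.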

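Among genes of chromosome segregation, DNA synthesis and DNA repair, 9 named here were lower in High A4 than in Control granulosa cells. Most genes of the lists below did not pass. KIF22, a kinesin that moves chromosomes on the mitotic spindle, had an intensity of 60.7 ± 28.3 (SD, n = 4 cows) in High A4 and 146 ± 19.2 (SD, n = 4 cows) in Control, with a log2 fold change of -1.35 (standard error 0.26, adjusted p = 0.0287 from limma). NDC80, which links kinetochores to the spindle, had 184 ± 66.8 in High A4 and 359 ± 9.02 in Control (SD, n = 4 cows each, log2 fold change -1.03, standard error 0.22, adjusted p = 0.0429 from limma). SGO1 and ESCO2 (sister chromatid cohesion), BUB1 (spindle checkpoint), ANLN (cytokinesis), GMNN (licensing of DNA replication), TK1 (thymidine salvage) and FANCD2 (repair of crosslinked DNA) fell as well, with log2 fold changes from -1.30 to -0.85 and adjusted p from 0.0273 to 0.0476. The High A4 means of KIF22, GMNN (55.3) and FANCD2 (94.1) were below the noise threshold of 100. Across the alternatives of processing and left-out cows, their smallest log2 decreases were -0.85, -0.74 and -0.60. MKI67, which encodes the proliferation marker Ki-67, had a log2 fold change of -0.72 (standard error 0.19, adjusted p = 0.0854) and did not pass. The same held for CDK1 (-1.18, adjusted p = 0.0854), CCNA2 (-0.81, adjusted p = 0.103), CCNB2 (-0.84, adjusted p = 0.0741), CDK2 (-0.73, adjusted p = 0.12) and TOP2A (-0.73, adjusted p = 0.109), while CCNB1 (-0.13) and CCND2 (0.10) had adjusted p of 0.683 and 0.776. The probe set of CCNB2 also matches other genes, and that of TOP2A is named from the paper's table. Of 49 measured genes of G2 and M phase 3 fell (NDC80, BUB1 and ANLN) and 46 did not pass, and 35 fell when adjusted over the list alone. At an unadjusted p under 0.05, 37 were lower and 0 were higher. Of 37 S phase genes above the noise threshold 1 fell (29 adjusted over the list alone), of 31 genes of the DNA replication machinery 2 fell (27 adjusted over the list alone), and of 17 DNA repair genes 1 fell (12 adjusted over the list alone). Over all measured genes, the median log2 fold changes of these 4 lists were -0.67, -0.68, -0.65 and -0.69, or -0.51, -0.51, -0.48 and -0.52 relative to all probe sets tested. Over the genes above the noise threshold the medians of the lists were -0.67, -0.68, -0.66 and -0.76. Their adjusted p from camera (limma) with a preset correlation were 5.15e-16, 2.03e-12, 2.03e-12 and 1.07e-07, and each was adjusted p = 0.344 with an estimated correlation. Markers of stromal cells moved with the same groups, with a median log2 fold change of 0.75 over 16 measured genes. With 1 cow left out, 9 of the 9 genes passed without High A4 replicate 4, 4 without Control replicate 4 and 0 without any other cow, where their adjusted p from limma were between 0.059 and 0.17 and at an unadjusted p under 0.05 the lower probe sets numbered 998 to 1516. After centring each array on its median 2 of the 9 passed, and with quantile normalization or cyclic loess 1. With a mean over all 8 arrays above 100 it was 2 of 8. None of the 9 passed in an analysis of variance without moderation (adjusted p 0.0936 to 0.178) or with raised error variance (0.463 to 0.674), while 9 of 9 were lower at an unadjusted p under 0.05 in each. The mean of the G2 and M phase list lay -0.18 from the Control mean in High A4 replicate 4 and between -0.95 and -0.59 in the other High A4 cows.

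**Figure D1:**
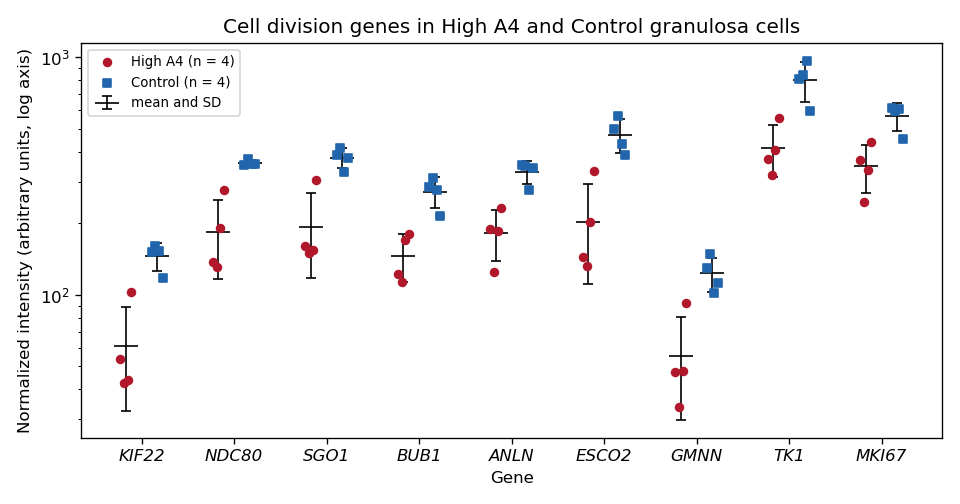
Normalized intensity (arbitrary units, log axis) of 9 genes in each High A4 and Control cow, with the mean and SD of 4 cows per group. For KIF22 the means are 60.7 in High A4 and 146 in Control, and High A4 replicate 4 is the highest High A4 cow at 103.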

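Over all 10120 probe sets tested, 158 rose and 63 fell in High A4 granulosa cells at an adjusted p under 0.05 from limma. After centring each array on its median, 183 rose and 19 fell. Of the 158, 54 had a single gene symbol and 96 had none, and of the 63, 42 had a single symbol and 20 had none. At an unadjusted p under 0.05 with a fold change above 1.5, 324 were higher and 630 were lower, or 487 and 278 after centring. The 63 lower probe sets became 35, 20, 19 and 575 without High A4 replicates 1, 2, 3 and 4, and 14, 9 and 37 without Control replicates 1, 2 and 3. Without High A4 replicate 4, the 158 became 302 and the 630 became 1091. In 1352 probe sets (13.4%) the 4 High A4 cows and the 4 Control cows did not overlap, where chance gives 2.86%. This share was not taken again after centring. The shift over all probe sets can separate the groups too, so the share does not measure changes of single genes alone. The paper states that genes of cell cycle regulation are among those altered, and it carries the listed genes on to other ovarian cell types and to predicted regulators.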

Microarray analysis of granulosa cell mRNA from estrogen active dominant follicles from control and High A4 cows (n = 4/group) showed altered expression (*P* < 0.05 and Fold change > 1.5) of several genes involved with cell cycle regulation (Supplementary Table 1). 

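Of 82 genes that the paper lists as typical of Control granulosa cells against theca, small luteal and large luteal cells, 14 fell in High A4 granulosa cells, 1 rose and 67 did not pass. CENPO, a centromere protein chosen after its values were seen, fell from 329 ± 20.8 (SD, n = 4 cows) in Control to 182 ± 34.8 (SD, n = 4 cows) in High A4, with a log2 fold change of -0.87 (standard error 0.15, adjusted p = 0.0138 from limma). Decorin (DCN), a proteoglycan of connective tissue, was the exception among the genes that passed. It rose to 387 ± 159 in High A4 from 146 ± 37.2 in Control (SD, n = 4 cows each, log2 fold change 1.35, standard error 0.30, adjusted p = 0.0472 from limma), and its adjusted p was 0.065 to 0.129 without any single cow other than High A4 replicate 4. The signs of all 87 genes of Supplementary Table 2 were those of the table, 3 higher and 84 lower. At an adjusted p under 0.05 over all probe sets tested, 1 rose, 14 fell and 72 did not pass. Adjusted over the list alone 3 were higher and 84 lower, which is not independent evidence, since the genes were chosen on these cows. By the table's own categories, 7 of 34 mitosis genes, 2 of 5 DNA replication genes, 1 of 7 chromosome structure genes and 0 of 5 DNA repair genes fell, where limma's unadjusted p for the DNA repair genes were 0.00159 to 0.00348. All 3 genes listed as below every other cell type, IGFBP5, CYBRD1 and SQRDL, did not pass (adjusted p from 0.0518 to 0.12), nor did NDRG4 (log2 fold change 1.20, adjusted p = 0.053) and UNC79, listed as above every other cell type. The genes of the table that passed numbered 15, but 83 without High A4 replicate 4, 3, 5 and 3 without High A4 replicates 1, 2 and 3, and 1, 0, 7 and 8 without Control replicates 1, 2, 3 and 4. They numbered 8 after centring, 7 with quantile normalization, 6 with cyclic loess and 87 with array weights. In an analysis of variance 1 passed without moderation and 0 with raised error variance. Markers of other cells of the follicle wall had medians of 0.02 over 10 smooth muscle and pericyte genes (camera adjusted p = 0.926), 0.19 over 13 endothelial genes (camera adjusted p = 0.183) and 0.09 over 17 leukocyte genes (camera adjusted p = 0.355, and 0.0178 without Control replicate 3). ENG (log2 fold change 0.69, adjusted p = 0.13) was the only endothelial gene above the noise threshold. Adjustment over the list alone therefore left its unadjusted p of 0.01 from limma, and its 2 groups overlapped. The theca cells and luteal cells of the paper's comparison were not analysed here.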

The differently expressed genes were either enriched or depleted in the granulosa cell transcripts of High A4 cows and compared to other cell types located within the ovary (large luteal cell (LLC), small luteal cell (SLC) and theca cell (TC)) (Supplementary Table 2). 

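No predicted upstream regulator above the noise threshold passed the test on its own transcript, while 5 of the 11 microRNA genes of Supplementary Table 4 rose in High A4 granulosa cells. E2F3, a transcription factor that drives entry into S phase, had 73.9 ± 18.5 in High A4 and 111 ± 17.2 in Control (SD, n = 4 cows each, log2 fold change -0.60, standard error 0.19, adjusted p = 0.135 from limma). MIR105A rose to 448 ± 116 from 210 ± 18.4 (SD, n = 4 cows each, log2 fold change 1.06, standard error 0.19, adjusted p = 0.015 from limma). Of the 77 regulators listed in Supplementary Table 3, 43 had a probe set with a single symbol and 20 of these were above the noise threshold. None passed in limma over all probe sets or adjusted over the list alone, and 3 had an unadjusted p under 0.05, all lower: E2F3, E2F1 (log2 fold change -0.62, adjusted p = 0.217) and FOXO1 (-0.40, adjusted p = 0.218), named after their values were seen except E2F1. Of 14 with an activity predicted as inhibited 12 had lower transcript levels, and of 6 predicted as activated 3 had higher levels, where 74.3% of all probe sets tested were lower. Under the noise threshold, HGF, a growth factor predicted as inhibited, had 66 ± 17.1 in High A4 and 16.4 ± 0.475 in Control (SD, n = 4 cows each, log2 fold change 1.97), and MITF, also predicted as inhibited, had a log2 fold change of -0.63. Without the noise filter their adjusted p from limma were 0.000136 and 0.0297. Both were named after their values were seen. FOXM1 (-0.41, adjusted p = 0.26) was also not past the threshold, and CDKN1A lay under the noise threshold at 54.9 ± 8.60 in High A4 and 75.4 ± 19.8 in Control. STAR had no probe set with a single symbol. The array measures precursor RNA of microRNA genes, not the mature forms. Of the 11 microRNA genes, 5 rose (MIR105A, MIR211, MIR2364, MIR584-7 and MIR2427), with log2 fold changes from 0.82 to 1.06 and adjusted p from 0.00806 to 0.0415, and 6 did not pass. MIR449D (0.56, adjusted p = 0.142), MIR326 (0.66, adjusted p = 0.116), MIR2481 (0.68), MIR483 (0.69) and MIR449B (0.79) had higher and MIR2358 (-0.65, adjusted p = 0.0727) lower values, the last on a probe set that also matches another gene. With 1 cow left out, 5 of the 5 passed without High A4 replicate 4, 2, 3 and 2 without High A4 replicates 1, 2 and 3, and 2, 1, 2 and 1 without Control replicates 1, 2, 3 and 4. With a mean over all 8 arrays above 100, 3 of the 5 passed. In an analysis of variance 1 passed without moderation (adjusted p 0.0247 to 0.13) and 0 with raised error variance (0.341 to 0.665). Of 528 measured microRNA precursors, 52 were above the noise threshold, of which 6 rose and 46 did not pass (14 higher and 1 lower adjusted over the list alone). The median of the 528 was 0.10, where random lists of the same intensity gave 0.09 to 0.15 (camera adjusted p = 0.0149, and adjusted p = 0.344 with an estimated correlation). It turned to -0.07 with cyclic loess (camera adjusted p = 0.719), and the call was lost without High A4 replicate 3 (camera adjusted p = 0.059). Of 270 genes in Supplementary Table 1, 117 are listed as targets of at least 1 of these microRNAs, and 106 of those (90.6%) were lower in High A4, against 104 of the other 153 (68%; Fisher's exact test, two-sided, p = 6.89e-06). The other genes include 36 chemoreceptor and microRNA genes, of which 35 are higher. Without them, a comparison chosen after the values were seen, 103 of 117 other genes (88%) were lower (Fisher's exact p = 0.673). The targets of miR-105a (56 of 62 lower) and miR-2358 (40 of 43 lower) had adjusted p of 0.0461 and 0.0461 from Fisher's exact test over the 11 microRNAs with those genes and 1 and 1 without them, and the other 9 passed in neither. The gene lists were chosen on these cows, so the directions are not independent evidence. The name of 7 listed targets was not found in Supplementary Table 1.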

Based on the IPA analysis, predicted upstream regulators (Supplementary Table 3) and predicted targets of miRNAs (Supplementary Table 4) were determined based on the differently expressed genes in the High A4 granulosa cells. The genes that are associated with follicular or luteal cells were shown to be altered in High A4 granulosa cells (*P* < 0.05 and Fold change > 1.5) (Supplementary Table 5).

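CYP17A1, ALDH1A1 and OGN rose in High A4 granulosa cells, while the genes that mark granulosa cells did not pass in either direction. CYP17A1, the theca enzyme that makes androgens from progestins, was 773 ± 666 (SD, n = 4 cows) in High A4 and 112 ± 50.3 (SD, n = 4 cows) in Control (log2 fold change 2.59, standard error 0.48, adjusted p = 0.0223 from limma). High A4 replicate 1 had 1772 and the other High A4 cows 412 to 459, all above the highest Control cow at 178. ALDH1A1, a retinaldehyde dehydrogenase, rose to 189 ± 12.0 from 53.2 ± 13.4 (SD, n = 4 cows each, log2 fold change 1.87, adjusted p = 0.000384 from limma), and OGN, a proteoglycan, to 107 ± 17.5 from 37.5 ± 8.22 (SD, n = 4 cows each, log2 fold change 1.53, adjusted p = 0.000978 from limma). Both Control means are under the noise threshold, and with an offset of 50 the log2 fold changes of ALDH1A1 and OGN were 1.22 and 0.84. Of 11 steroidogenesis genes above the noise threshold 1 rose, CYP17A1. LHCGR, the receptor of luteinizing hormone (log2 fold change 0.56, adjusted p = 0.157), CYP11A1 (0.48, adjusted p = 0.142), HSD3B1 (0.58, adjusted p = 0.243) and the aromatase gene CYP19A1 (0.08, adjusted p = 0.689) did not pass. Over the 12 measured genes the list's median was 0.11 (camera adjusted p = 0.297), or 0.28 relative to all probe sets tested. Random lists of the same intensity gave -0.25 to 0.04, and fry gave an unadjusted p of 0.023. Of the 11 genes above the noise threshold 9 had positive log2 fold changes, where 74.3% of all probe sets tested were lower. Of 16 granulosa cell markers above the noise threshold 0 rose and 0 fell in limma, and 0 had an unadjusted p under 0.05. FSHR (-0.05), FOXL2 (0.00), AMH (-0.07), INHA (0.16) and ESR2 (-0.39) had adjusted p from 0.322 to 0.995, and the signs of FSHR and AMH turned with each other scaling of the arrays. Of 9 luteal markers above the threshold 0 passed in limma, with 1 higher and 2 lower at an unadjusted p under 0.05, such as PTGFR (-1.13, adjusted p = 0.177). Of 5 theca cell markers above the threshold, CYP17A1 and ALDH1A1 rose (3 adjusted over the list alone), with a camera adjusted p of 0.162 over the 10 measured. The theca cell markers list passed with fry (adjusted p = 0.0251) and with camera over the 5 alone (7.08e-06), and had an adjusted p = 0.347 with an estimated correlation over the 10. Of 6 stromal and fibroblast markers above it, DCN and OGN rose (2 adjusted over the list alone), with a camera adjusted p of 1.64e-05 over the 16 measured (adjusted p = 0.151 with an estimated correlation). CYP17A1 had an adjusted p of 0.072, 0.0632 and 0.068 without Control replicates 1, 2 and 4, and OGN fell under the threshold of 100 without High A4 replicate 3. Of the 4 genes CYP17A1, ALDH1A1, OGN and DCN, 2 passed in an analysis of variance without moderation (adjusted p 0.0198 to 0.178). With raised error variance 0 passed (0.0615 to 0.589). Of the 89 genes of Supplementary Table 5, all with the table's sign, 1 rose, 13 fell and 75 did not pass. Adjusted over the list alone 3 were higher and 86 lower, which is not independent evidence, since the list was chosen on these cows. Of 74 genes listed as moving towards luteal cells, 11 fell and 1 rose, CHST15, a chondroitin sulfotransferase (log2 fold change 1.37, adjusted p = 0.0311). CHST15 had adjusted p of 0.0628 and 0.0975 without High A4 replicates 1 and 3, and 0.0914, 0.105 and 0.0595 without Control replicates 1, 2 and 4. Of 15 listed as moving towards follicular cells 2 fell, PCYT2 (-0.77, adjusted p = 0.022) and MYLIP (-0.70, adjusted p = 0.0472), both named after their values were seen. The 14 genes that passed became 79 without High A4 replicate 4, 3, 4 and 2 without High A4 replicates 1, 2 and 3, and 0, 0, 7 and 9 without Control replicates 1, 2, 3 and 4. After centring, with quantile normalization and with cyclic loess 6 passed each, and with array weights 86. In an analysis of variance 1 passed without moderation and 0 with raised error variance.

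**Figure D2:**
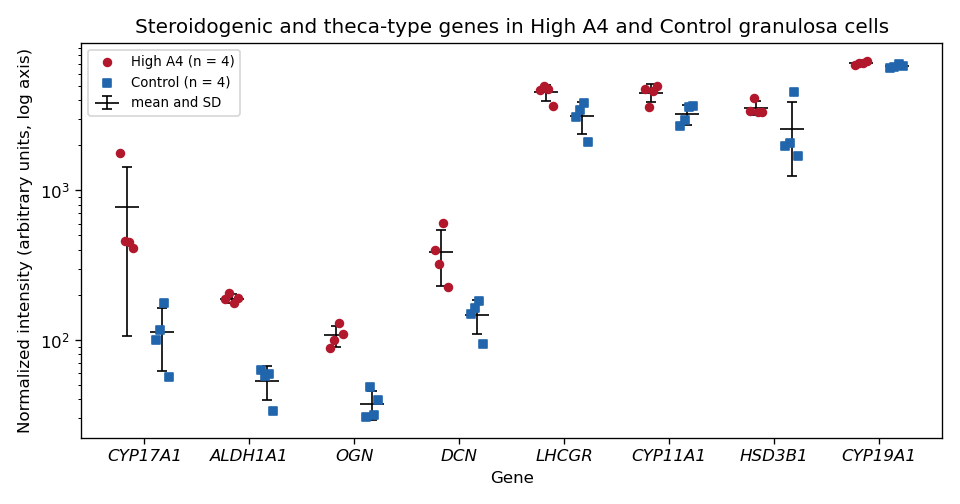
Normalized intensity (arbitrary units, log axis) of 8 genes in each High A4 and Control cow, with the mean and SD of 4 cows per group. CYP17A1 has means of 773 and 112, and CYP19A1, with 7106 in High A4 and 6741 in Control, did not pass (adjusted p = 0.689).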

## 2 Experimental Design, Materials and Methods

### 2.1 Study design

The University of Nebraska-Lincoln Institutional Animal Care and Use Committee approved all procedures and facilities used in these experiments. The University of Nebraska-Lincoln is fully AAALAC accredited and follows NIH guidelines. Cows (75% Red Angus, 25% MARC III) from the physiology herd located at the Eastern Nebraska Research and Extension Center (ENREC) were utilized for these experiments. Twenty-six cows over several reproductive cycles were classified into High A4 or Control cows. To do this, estrous cycles of cows were synchronized with prostaglandin F2alpha (PGF2α; 25 mg/mL; Lutalyse, Pfizer Animal Health) injected 14 days apart and dominant follicles (largest follicle) was aspirated 12–36 h after the second PGF2α injection. After follicular fluid estrogen and progesterone concentrations were measure via radioimmunoassay as described previously [4], to determine these follicles were estrogen active, androstenedione (A4) was measured in follicular fluid of estrogen active dominant follicles [6,7] and females were classified as Control or High A4 based on the dominant follicular fluid environment of A4. High A4 ≥40 ng/ml and Control A4≤20 ng/ml.

For the current experiment, estrous cycles of 10 High A4 and 10 Control cows were synchronized with a modified Co-Synch protocol using gonadotropin releasing hormone (GnRH, 100 mg; Cystorelin, Boehringer Ingelheim Animal Health) and a controlled internal drug release device (CIDR; 1.38 g progesterone, Zoetis) for 7 days with a PGF2α (25 mg/mL; Lutalyse, Pfizer Animal Health) injection at CIDR removal [4]. This protocol was utilized so all follicle waves that developed would be more synchronized and the dominant follicles would be at similar stages of development,

Ovariectomy was performed approximately 36 h after CIDR removal. Upon ovariectomy, the largest antral follicle from each cow's ovaries was aspirated/dissected and the granulosa cells [5] and follicular fluid were isolated as described previously [4,5]. Follicular fluid was analyzed for estrogen, progesterone and androstenedione [4,5]. Follicles with a follicular fluid E2:P4 ratio greater than 1 were classified as estrogen-active (EA; [6,7]).

### 2.2 RNA Isolation

Granulosa cells from four cows with follicular fluid (A4 concentration) at the highest range of the High A4 group (mean A4 = 356 ng/mL, SD = 148; range 203-597 ng/mL) and four cows with follicular fluid (A4 concentrations) at the lowest range of the Control group (mean A4 = 1.9 ng/mL, SD = 0.39; range 1.40-2.50 ng/mL) were utilized. The granulosa cells from the estrogen active dominant follicles from the 8 selected cows were then homogenized in Tri-reagent (Sigma-Aldrich) for RNA isolation as discussed previously [4,5].

### 2.3 Microarray analysis

For microarray analysis, 200 ng RNA for each sample (n = 4 animals for each group; High A4 and Control) were submitted to the University of Nebraska Medical Genomics Core facility where the Affymetrix Bovine GeneChip® Gene 1.0 ST Array RNA expression analysis was performed. Full transcriptome data is available from the NCBI GEO repository, Series GSE97017. The microarray results were normalized with Robust Multi-Array Averaging and this was conducted at the Genomics Core facility.

### 2.4 Data processing

Array analysis was performed with normalized microarray results using the National Institute of Aging array tool (NIA) (http://lgsun.grc.nia.nih.gov/ANOVA/) for Analysis of Variance (ANOVA) to determine hierarchical clustering, and correlation between replicates (Fig. 1). 

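The 4 Control cows were closer to each other than the 4 High A4 cows were. Over the probe sets above the noise threshold, the Pearson correlation of log2 intensities across probe sets had a median of 0.922 over the 6 pairs of High A4 cows (range 0.879 to 0.96), 0.96 over the 6 pairs of Control cows (range 0.938 to 0.984) and 0.905 over the 16 pairs between groups (range 0.82 to 0.942). With all probe sets these medians were 0.965, 0.982 and 0.952. Probe sets are not independent replicates, and the differences between pairs were not tested. High A4 replicate 1 had the lowest mean correlation with its own group, 0.891. High A4 replicate 4 had a mean of 0.928 with its own group and 0.936 with the Control cows. Average-linkage clustering on 1 minus the correlation set High A4 replicate 1 apart first. At 3 clusters, High A4 replicate 1 stood alone, the other 3 High A4 cows formed a cluster and the 4 Control cows formed a cluster.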

All bioinformatic analyses were performed on transcripts above a linear noise threshold of 100. 

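Olfactory receptor genes were among the genes that rose in High A4 granulosa cells. OR8B1S had 141 ± 61.4 in High A4 and 10.9 ± 7.74 in Control (SD, n = 4 cows each, log2 fold change 3.83, adjusted p = 0.000432 from limma), OR5AL8 a log2 fold change of 3.38 (adjusted p = 0.0013) and OR2L2 3.35 (adjusted p = 2.94e-05). These receptors detect odorants in the nose. Their levels in Control granulosa cells were far below the noise threshold, and with an offset of 50 the log2 fold changes of OR8B1S, OR5AL8 and OR2L2 were 1.61, 1.52 and 1.57. LOC787709, LOC784741, LOC618014, LOC786530 and LOC785105, which have a LOC symbol only, also rose. Their log2 fold changes were from 2.06 to 2.81 over Control means of 17.6 to 36.6, also below that threshold, and from 1.06 to 1.56 with the offset. Receptors were identified by symbol alone, so whether these genes are receptors too was not checked. Among the genes that fell most were DYNLT3, a dynein light chain (log2 fold change -1.62, adjusted p = 0.0367), LOC521580 (-1.44, adjusted p = 0.0103), the potassium channel gene KCNN2 (-1.13, adjusted p = 0.0117), TTF2 (-1.01, adjusted p = 0.0348) and PLEK (adjusted p = 0.023). Their High A4 means of 43.9 to 74.7 were below the noise threshold. Across the alternatives of processing and left-out cows, their smallest log2 decreases were -0.91, -0.95, -0.77, -0.64 and -0.66. Without any single cow other than High A4 replicate 4, 1 to 3 of these 5 passed. After centring or quantile normalization 3 of them passed, and with cyclic loess 2. In an analysis of variance 0 passed without moderation (adjusted p 0.0829 to 0.161) or with raised error variance (0.223 to 0.674). The table lists 270 probe sets, 60 higher and 210 lower, and every sign was the same in the deposited values. At an adjusted p under 0.05 over all probe sets tested, 37 rose, 33 fell and 200 did not pass. Their unadjusted p from limma ranged from 2.94e-09 to 0.0349, and 258 had a fold change above 1.5. Adjusted over the list alone 60 were higher and 210 lower, which is not independent evidence, since the list was chosen on these cows. The table holds 14 genes with human-type olfactory receptor symbols, which all rose, and 9 with mouse symbols, of which 8 rose. Of 710 olfactory receptor genes measured, 689 had a positive log2 fold change, with a median of 1.08, where random lists of the same intensity gave 0.18 to 0.25. Of the 26 above the noise threshold 25 rose (26 adjusted over the list alone), but 24 of the 26 had a Control mean at or under the threshold, so their level in High A4 set which were tested. With a mean over all 8 arrays above 100, 5 were tested and rose, and with raised error variance in an analysis of variance 0 passed (24 at an unadjusted p under 0.05). The list of 710 was tested without this filter, with a camera adjusted p of 3.42e-83, and 0.00311 with an estimated correlation. Of 22 taste, trace amine and vomeronasal receptor genes (median 0.83, camera adjusted p = 1.3e-11, and 0.00686 with an estimated correlation), both above the threshold rose, TAAR6 (2.95, adjusted p = 0.000647) and TAS2R10 (1.75, adjusted p = 0.00338), over Control means of 15.3 and 34.0 under the threshold (1.27 and 0.93 with the offset). Of 40 genes of other tissues with several exons 2 were above the threshold and 0 passed in limma, 0 of them at an unadjusted p under 0.05. Their median was 0.33 (camera adjusted p = 5.23e-05, and adjusted p = 0.344 with an estimated correlation). Genes with large listed changes that did not pass were MASP1 (log2 fold change 1.82, adjusted p = 0.192), PRSS23 (1.22, adjusted p = 0.0599), ATP13A3 (1.05, adjusted p = 0.105), BCAT2 (0.92, adjusted p = 0.0847), AOX1 (-1.76, adjusted p = 0.0598) and IGFBP5 (-1.12, adjusted p = 0.0518). Control replicate 3 had 60.4 for MASP1 and the other Control cows 628 to 928. The values printed for the 8 cows equalled the deposited intensities within 0.1% for all but 1 of the 270 probe sets. For SUMO2, a ubiquitin-like modifier, the deposited intensities were 234 ± 89.4 in High A4 and 1196 ± 770 in Control (SD, n = 4 cows each, log2 fold change -2.10, adjusted p = 0.0756), while the table's values for each cow have means of 259 and 310 and equal those of another probe set. The 33 that fell became 175 without High A4 replicate 4, 11, 8 and 5 without High A4 replicates 1, 2 and 3, and 2, 0, 17 and 19 without Control replicates 1, 2, 3 and 4, where limma still gave 207, 208, 207 and 208 at an unadjusted p under 0.05. The 37 that rose became 24 without High A4 replicate 3.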

Raw data counts for each cow and genes differentially expressed in the Control and High A4 granulosa cells are in Supplementary Table 1.

The NIA array data was inserted into the Ingenuity® Pathway Analysis (IPA; Winter 2016 release, Qiagen) program which identifies each annotated gene and predicts cell function outcomes. 

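Outside the lists of cell division, 1 of the immediate early genes fell in High A4 granulosa cells. Cells switch these genes on within minutes of a growth signal, stress or handling. KLF6 had 82.1 ± 11.8 in High A4 and 138 ± 10.1 in Control (SD, n = 4 cows each, log2 fold change -0.76, adjusted p = 0.0197 from limma), and FOS (-1.72, adjusted p = 0.0544), JUN (-1.21, adjusted p = 0.053) and EGR1 (-1.47, adjusted p = 0.0807) did not pass. The High A4 mean of KLF6 was below the noise threshold. KLF6 lost its call without High A4 replicate 2 or 3 or without any 1 of the Control cows (adjusted p 0.0525 to 0.0726). Of 12 immediate early genes above the noise threshold 1 fell and 11 did not pass (9 lower adjusted over the list alone), with a camera adjusted p of 0.00138 (adjusted p = 0.344 with an estimated correlation). Of 18 genes of the response to amino acid shortage 0 passed in limma, 11 were lower and 0 higher at an unadjusted p under 0.05, and 8 were lower adjusted over the list alone, with a camera adjusted p of 5.33e-05 (adjusted p = 0.344 with an estimated correlation). PHGDH, which begins serine synthesis (-1.24, adjusted p = 0.0802), and the amino acid transporter gene SLC7A5 (-0.98, adjusted p = 0.108) had the largest changes. Of 15 genes of G1 cyclins, kinases and E2F 0 passed in limma (4 lower adjusted over the list alone, 7 lower and 0 higher at an unadjusted p under 0.05, camera adjusted p 0.000783, and adjusted p = 0.347 with an estimated correlation), among them E2F8 (-1.05, adjusted p = 0.11) and CCNE2 (-0.80, adjusted p = 0.157). Of 17 replication-dependent histone genes 0 passed in limma (6 lower adjusted over the list alone, 9 lower and 0 higher at an unadjusted p under 0.05, camera adjusted p 9.74e-05, and adjusted p = 0.347 with an estimated correlation), with H2BC3 at -1.41 (adjusted p = 0.101). Of 35 ribosomal protein genes 0 passed in limma, with 3 lower and 0 higher at an unadjusted p under 0.05. Their median was -0.195. Random lists of the same intensity as the 41 measured gave medians of -0.17 to -0.01. Over the 41 ribosomal protein genes the median was -0.18, or -0.01 relative to all probe sets tested (camera adjusted p = 0.0162, and adjusted p = 0.513 with an estimated correlation). The call was lost without High A4 replicate 2 (0.171) or Control replicate 4 (0.129). Over all measured genes, the medians of the other 4 lists were -0.34, -0.40, -0.42 and -0.54, or -0.17, -0.24, -0.26 and -0.38 in these relative terms. The relative values set lists that also hold dim genes against probe sets above the noise threshold, so they do not compare like with like. Random lists of the same intensity had medians of -0.06, -0.14, -0.16 and -0.05. Over their genes above the noise threshold the medians were -0.62, -0.44, -0.44 and -0.59. Cell cycle inhibitors (median -0.19, camera adjusted p = 0.246), genes of the surge of luteinizing hormone and cumulus expansion (0.30, camera adjusted p = 0.186) and basal lamina genes (0.20, camera adjusted p = 0.0835) did not pass. The basal lamina list passed without High A4 replicate 3 or 4 or Control replicate 3 (camera adjusted p 0.0327, 0.0487 and 0.0268). COL4A1, a basal lamina collagen gene, had a log2 fold change of 0.67 (adjusted p = 0.0968). Of the 28 lists, 14 passed camera with its preset correlation, 5 higher and 9 lower. With an estimated correlation 2 passed, those of the olfactory receptors and of the taste, trace amine and vomeronasal receptors. The lists are not the canonical pathways of the paper, which were not analysed here.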

No canonical pathways were found to be significant with the 2016 release nor with an updated analysis (2021 January update, Qiagen).

Granulosa cell enriched or depleted transcripts were compared between High A4 and Control granulosa cells within IPA and then to theca (TC), small luteal cells (SLS) and large luteal cells (LLS) (Suplementary Table 2) via IPA comparison which have been described previously [5]. IPA analysis provided a list of predicted upstream regulators (Supplementary Table 3).

TargetScan Release 7.1 (June 2016) was utilized to determine potential miRNA targets for mammalian microRNAs (http://www.targetscan.org/vert_71/). For this program the miRNA sequence is inserted into the program and it shows all of the predicted genes that the particular miRNA targets. These targets are shown in Supplementary Table 4. Comparisons of Follicle or Luteal cell shared genes from previously published data [5] were compared and are shown in Supplementary Table 5.

## Ethics Statement

All animals were humanely treated and cared for in accordance with University of Nebraska-Lincoln IACUC guidelines. The University of Nebraska-Lincoln is fully AAALAC accredited and follows guidelines as followed by NIH guidelines. Transcriptomes of granulosa cells were evaluated in this study. Females were used in this study, as we are only interested in the mechanisms involved with granulosa cell function, which is only present in female mammalian species.

## CRediT Author Statement

**Alexandria P. Snider:** Data curation, Formal analysis, Investigation, Methodology, Project administration, Software, Validation, Visualization, Writing – original draft, Writing – review & editing; **Sarah M. Romereim:** Data curation, Formal analysis, Investigation, Methodology, Project administration, Software, Validation, Visualization, Writing – original draft; **Renee M. McFee:** Formal analysis, Investigation, Software, Validation, Visualization; **Adam F. Summers:** Data curation, Formal analysis, Investigation, Project administration; **William E. Pohlmeier:** Data curation, Formal analysis, Investigation; **Scott G. Kurz:** Data curation, Formal analysis, Investigation; **John S. Davis** Conceptualization, Funding acquisition, Investigation, Resources, Supervision, Writing – review & editing; **Jennifer R. Wood:** Conceptualization, Data curation, Funding acquisition, Investigation, Methodology, Resources, Supervision, Writing – review & editing; **Andrea S. Cupp:** Conceptualization, Data curation, Formal analysis, Funding acquisition, Investigation, Methodology, Project administration, Resources, Supervision, Writing – review & editing.

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships which have or could be perceived to have influenced the work reported in this article.

## Appendix Supplementary materials

Image, application 1

Image, application 2

Image, application 3

Image, application 4

Image, application 5

How the deposited data were processed for this re-analysis (not part of the article)

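Granulosa cells of 4 High A4 and 4 Control cows were measured on Affymetrix Bovine Gene 1.0 ST arrays, 1 array per cow, and the cows were grouped by the sample labels. The authors deposited 1 table of normalized intensity values on a linear scale, in arbitrary units. The paper names Robust Multi-Array Averaging as the normalization and the submitters' notes name Affymetrix Expression Console and GCRMA, so which of them made the deposited intensities stays open. Versions of these tools, the annotation build of the array and probe-level values are not given in the sources used here.

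Intensities were taken to log2. Probe sets with a mean above 100 in at least 1 group were tested with limma 3.58.1 in R 4.3.3, with adjustment by Benjamini and Hochberg and a threshold of 0.05, and all adjusted p for genes and probe sets are from limma. The study's criterion was taken as an unadjusted p under 0.05 with a fold change above 1.5. Gene symbols came from the platform table and were checked against the gene names of the assembly ARS-UCD2.0. Fold changes of genes are geometric.

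Of the 28 gene lists, those of S phase and of G2 and M phase were taken unchanged from the Seurat package and come from human tumour cells. The others were written from general knowledge of cell division, steroid synthesis and ovarian cell types, or collected by gene symbol. All 28 were tested with camera from limma over genes with a single symbol, without a noise filter. Each gene was represented by its brightest probe set. The preset correlation was 0.01, with adjustment over the lists. The tests were repeated with an estimated correlation and with fry. Medians of lists were set beside 1000 random lists of matched intensity. Genes of Supplementary Tables 1, 2 and 5 were joined by probe set, and regulators and microRNA targets by name. Targets were compared with the other genes of Supplementary Table 1 by Fisher's exact test, adjusted over the 11 microRNAs. The SD between cows was compared over the 35 splits of the 8 cows, for which the smallest exact p is 0.0286.

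Genes were named by a rule set with the comparisons, lists and alternatives before the data were examined, although values in the paper's tables had been seen. It takes the 10 genes with the largest increase and the 10 with the largest decrease that passed and did not overlap between groups (at most 3 with a chemoreceptor symbol), genes of the paper and of the ovary fixed by name, up to 4 genes that passed in each list or 2 where none did, and the 11 microRNA genes.

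Alternatives were no noise filter, a mean over all 8 arrays above 100, arrays centred on the median, quantile normalization, cyclic loess, an offset of 50, an intensity trend with a robust prior, array weights, analysis of variance with and without an error variance raised to that of the 500 nearest probe sets, the replicate number as a block, and each cow left out. Tested on simulated data with 200 of 10120 probe sets changed, limma recovered 17.9% at a fold change of 1.5, 67.2% at 2 and 95.5% at 4, with 2.44% false calls. The simulated noise was independent between probe sets and held no shift over all probe sets. The deposited intensities have both correlated genes and such a shift, so these rates may not hold for them. The Ingenuity predictions and the theca and luteal cell arrays were not analysed here.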

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

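As tests of these explanations, cyclic loess, genes without introns, left-out cows and other splits of the cows were chosen after the result was seen, though cyclic loess and single cows left out had been planned as alternatives. In 252 groups of 4 cows, 18 had 1 cow far from the other 3, by its gap to the nearest cow over the range of the group, and chance gives about 1 in 20. The ratio was 0.926 for CYP17A1 in High A4 replicate 1, 0.909 for SGO1 in High A4 replicate 4, 0.943, 0.843 and 0.863 for HSD3B1, IGFBP5 and APOA2 in High A4 replicate 2, and 0.846 for MASP1 in High A4 replicate 3. It was 0.866, 0.903, 0.851 and 0.855 for ALDH1A1, MKI67, INHA and APOA2 in Control replicate 4, 0.841 and 0.862 for NDC80 and TOP2A in Control replicate 2, and 0.857 and 0.906 for MASP1 and ANLN in Control replicate 3. Among list means it was 0.878 and 0.916 for stromal and luteal markers in Control replicate 4, 0.855 for oocyte markers in Control replicate 2 and 0.911 for genes of other tissues in High A4 replicate 4. The paper's main text does not discuss the 25 olfactory receptor genes and 96 probe sets with no gene symbol that were higher in High A4. Its Supplementary Table 1 does list olfactory receptors as higher, 14 with human-type and 9 with mouse symbols.

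Olfactory receptor probe sets were higher in High A4 in 689 of 710 genes. Genomic DNA in the RNA would raise silent genes with several exons about as much, and their median log2 fold change was 0.326 against 1.08 for the receptors, while single-copy genes without introns had 0.038. Only 2 of 40 and 0 of 38 of these genes were above the noise threshold. Neither list is a gene family as large as that of the receptors, so genomic DNA stays open. A narrower spread of intensities on the High A4 arrays left a median of 0.86 after cyclic loess. No other of 35 splits of the cows gave a median as far from 0 (1 of 35, 1.08 against at most 0.64). This argues against chance but is the smallest share 35 splits can give, so chance is not fully excluded. Probe sequences were not available, so binding by base composition stays open, as does the A4 level of the cows.

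Lists of cell cycle genes had negative medians in High A4, while few of their genes passed. With any 1 cow left out the median of the G2 and M phase list was at most −0.58, and with any pair of High A4 cows left out at most −0.40, so no single cow and no pair of High A4 cows made the whole difference. Pairs with a Control cow were not left out, and single cows change which genes pass. After cyclic loess the median was −0.52. No other split gave a median as far from 0 (1 of 35, 0.67 against at most 0.65), the smallest share 35 splits can give. With that narrow gap and an adjusted p = 0.344 from camera with an estimated correlation, chance is not excluded. The A4 level of the cows stays open, untested.

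CYP17A1, DCN, OGN and ALDH1A1 were higher in High A4, and theca or stromal cells among the granulosa cells could bring their transcripts. Such cells might also bring vessel cells, with medians above 0.3. The smooth muscle median of 0.02 (bootstrap over genes −0.26 to 0.23) lay under this. The endothelial median of 0.19 (−0.04 to 0.39) and the theca median of 0.24 (−0.22 to 1.19) had intervals that reached past it. These intervals leave out the spread between cows. From the Control mean, the smooth muscle mean lay 0.238, 0.198, −0.055 and −0.179 in High A4 replicates 1, 2, 3 and 4. Only 1 of 10 smooth muscle and 1 of 13 endothelial genes were above the noise threshold. Contamination and expression in the granulosa cells therefore cannot be told apart. The labels give a purity of at least 94%. No other split gave a stromal median as far from 0 (1 of 35, 0.75 against at most 0.48), at the same smallest share. The list had an adjusted p = 0.151 from camera with an estimated correlation, so chance is not excluded. A change in the granulosa cells with A4 also stays open.

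The 221 probe sets past the adjusted threshold were reached in no other split (1 of 35, at most 5 in other splits). The same held for the 954 at the study's criterion (1 of 35, at most 760). These values argue against chance at the same smallest share but do not exclude it. For the 14 gene lists past camera they do not argue against it, since 5 of 35 splits gave as many and the highest other gave 16.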

How the results depend on the processing

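All alternatives here were planned. The numbers of probe sets that pass depend on the processing, and the cause was not tested where none is given. Of results for named genes 1857 kept their side of the threshold, 235 lost and 99 gained the call, and for lists these were 405, 21 and 13. For 87 of the 1857, uncalled values of 19 of 138 genes, the sign turned. Signal over background limits dim probe sets, since 65.2% and 63.9% lay at or under 100.

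Probe sets past the adjusted threshold (158 higher, 63 lower) numbered 2267 and 440 without a noise filter, 68 and 17 with a mean over all arrays above 100 (fewer tested), 328 and 939 with array weights, 96 and 24 with analysis of variance, and 22 and 0 with raised error variance, where 278 and 454 had an unadjusted p under 0.05. The lower number was 19 after centring, 19 with quantile normalization and 18 with cyclic loess. With 1 cow left out they ranged from 114 to 302 (without High A4 replicate 4) and from 9 (without Control replicate 2) to 575 (without High A4 replicate 4).

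At the study's criterion (324 higher, 630 lower), no filter gave 2887 and 1071, centring 487 and 278, and adjusted p with the fold change 158 and 60. The lower number was 332 with quantile normalization, 291 with cyclic loess, 309 with an offset of 50 and 401 with raised error variance. Leave-one-out gave 294 to 429 and 478 to 1091, the highest without High A4 replicate 4.

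Of listed genes of Supplementary Table 1 (37 higher, 33 lower), 13 and 7 passed with the mean filter, 56 and 203 with array weights, 22 and 4 with analysis of variance, and 2 and 0 with raised error variance (186 lower at an unadjusted p under 0.05). The lower number was 135 without a filter, 8 after centring, 7 with quantile normalization and 6 with cyclic loess. Leave-one-out gave 24 (without High A4 replicate 3) to 52, and 0 (without Control replicate 2) to 175 (without High A4 replicate 4).

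With an estimated correlation the S phase list (median −0.675), G2 and M phase list (−0.672) and DNA replication machinery list (−0.645) had an adjusted p = 0.344 and the stromal and fibroblast markers list (0.751) 0.151. The theca cell markers list passed with fry (0.238, adjusted p = 0.0251) and over genes above the noise threshold (1.127, camera adjusted p = 7.08e-06), and had an adjusted p = 0.347 with an estimated correlation over all measured genes. ALDH1A1 is above the threshold in High A4 alone. Over genes above the threshold the granulosa cell markers list kept a negative median (−0.011), but camera, which sets it against the other genes, turned to higher (adjusted p = 0.00954), and the microRNA precursors list turned to −0.067 with cyclic loess. Correlations between cows were 0.965 within High A4, 0.982 within Control and 0.952 between groups without a filter. The SD ratio ranged from 1.19 to 1.68 with 1 cow left out.

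Replicate numbers do not pair the cows. With a replicate block 135 probe sets rose and 25 fell, 329 and 650 met the study's criterion, and 9 lower genes of Supplementary Table 1 passed. For a check of pairing, the group mean of each probe set was removed from the log2 intensities above the noise threshold. What remained had correlations of 0.189, −0.224, −0.113 and 0.203 between High A4 and Control cows of the same number. Of 4 High A4 cows, 2 correlated best with the Control cow of their own number.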

Differences from the paper's values

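The paper's log2 fold change of KRTAP26-1 is 1.176 and the deposited intensities gave 1.542, with no alternative set before the data were examined bringing them within their spread. For OR5W2 the paper's value is 2.77 and 2.353 was found, with 2.513 after centring within the spread and the other alternatives not. For Olfr591 the paper's value is 2.964 and 3.212 was found. It was within the spread with quantile normalization (3.099), cyclic loess (3.056), the replicate as a block, and without High A4 replicate 1 (3.158) or 2 (3.148) or Control replicate 2 (3.115) or 3 (3.166), and not under the others. KRTAP26-1, OR5W2 and Olfr591 were chosen after their values were seen.

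The paper's table lists 60 higher and 210 lower probe sets at its thresholds, and 324 and 630 were found, of which 118 and 483 have a single gene symbol. For the higher number no alternative came within 1.5 times. For the lower number centring (278), cyclic loess (291) and an offset of 50 (309) did, and the others did not. With adjusted p and the fold change the numbers were 158 and 60.

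The paper lists DCN among genes lower outside Control granulosa cells, while its own fold change and the deposited intensities have it higher in High A4 (log2 fold change 1.35).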

Other observations

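The tests of keratin-associated and pregnancy-associated genes were chosen after the result was seen. The median log2 fold change was 0.18 over 6 erythrocyte genes and 0.14 over 12 oocyte genes, none of them above the noise threshold (camera adjusted p = 0.197 and 0.162). The mean of the leukocyte markers stood 0.97 above the Control mean in High A4 replicate 1 and 0.76 in Control replicate 3. C1QB, a complement gene of macrophages, had 809 in High A4 replicate 1, 1001 in Control replicate 3 and 66.1 to 232 in the other cows.

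Keratin-associated protein genes, which make hair, had a median log2 fold change of 0.61 with 19 of 19 positive, and pregnancy-associated glycoprotein genes had 0.08 with 15 of 19 positive. The difference between these families was not tested.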
